A study of Nothobranchius furzeri with 78 samples. Its data were reported in "Altered translation elongation contributes to key hallmarks of aging in the killifish brain" (2025).

How the data were processed

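The series holds RNA-seq libraries of the African turquoise killifish (Nothobranchius furzeri), a short-lived fish, from several tissues and ages and from drug-treated brains. Its labels describe 78 samples in 21 groups. Only the heart ventricle libraries were compared here: 3 from male fish at 46 weeks post-hatching (wph) and 3 from male fish at 15 wph. According to the paper, the heart samples came from a killifish strain other than its standard one, and their ages differed for that reason. Heart ages should therefore not be set directly against those of its other tissues. The column names of the table used give no tissue. It was read as the heart table because only the heart has 3 male samples at each of a younger and an older age and no other group. Its columns carry abbreviated names with a letter o or y, which were read as old (46 wph) and young (15 wph) male fish. If that reading were reversed, every direction given for the heart would flip. In 3 other tables, 72 columns of per-sample values have names that match no sample label, and they were not used here. The muscle, optic tectum, fin and treated-brain comparisons were therefore not analysed here.

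Per the labels, RNA was extracted from dissected ventricles, enriched for polyadenylated transcripts, made into stranded libraries and sequenced single-end. The values are raw counts per gene as deposited by the authors, whole numbers with no normalization. The study's methods describe alignment with STAR, strand-specific (reverse-stranded) assignment of unique alignments to genes with featureCounts, and removal of duplicates by molecular identifiers. Those settings are written for paired-end libraries and cannot have been used unaltered for the single-end heart libraries, so which of them, the strand setting included, applied to the heart counts is not known here, and PCR duplicates may remain in them. The SDs and standard errors given here cover variation between libraries and counting error, but not reads assigned to the wrong gene. The floors allow for counting error only. Genes that share sequence with a close copy or that overlap another gene are therefore uncertain.

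The table holds 26739 genes under identifiers of the form Nfu_g_1_, all named, so that no row was left out. The files do not pair these identifiers with gene names, and 0 of them matched the RefSeq table given for the species. Genes are therefore given by identifier, and the gene sets, preset genes and positions that need names were not analysed here.

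Counts were tested with DESeq2 1.42.0 in R 4.3.3, with its Wald test and Benjamini-Hochberg adjustment, which the study's methods name. Median-of-ratios size factors and a model of age with no covariate were chosen here. A gene was called at an adjusted p under 0.05 with an absolute log2 fold change above 0.58. Adjusted p-values that DESeq2 withholds, for outlying counts or a low mean, were kept as missing. Measures of single libraries were compared with two-sided exact permutation tests, for which 3 against 3 libraries cannot give a p below 0.1. Correlations and principal components used log2(normalized count + 1) of genes with a mean of at least 10 counts. A group with at most 3 counts in each library was taken as at the floor, and a fold against it was computed against the floor as a lower bound.

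The rule for the genes named was set before the data were examined, as were the test, the groups and the alternatives not described below as added. It takes the 2 largest rises and the 2 largest falls in log2 fold change among called genes with a gene symbol, a mean normalized count of at least 50 and no overlap between the groups. Since no gene has a symbol here, the rule was applied without that condition.

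The alternatives were the quasi-likelihood test of edgeR 4.0.16 with TMM factors and its expression filter, TMM factors in DESeq2, genes with at least 10 counts in at least 3 libraries, the adjusted p without the fold threshold, the replicate number as a block, and leaving out each library in turn. Added after seeing the data were upper-quartile and total-count factors in DESeq2, counts thinned at random to the smallest library total, a detection limit of 5 counts, a pseudocount of 10, and leaving out each library in the detection and correlation measures.

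The procedure was tested on simulated negative binomial counts drawn for the 26739 genes from the means and size factors of the libraries. In them 200 genes were changed: 100 by 1 and 100 by 2 on the log2 scale, as rises or falls. The changed genes were taken only from those with a mean normalized count of at least 50, so the recovery holds for such genes. Each setting was simulated once. With dispersions on the fitted trend, DESeq2 recovered 36% of the genes changed by 1 and 95% of those changed by 2, and 22 of its 153 calls (14.4%) were unchanged genes. With each gene's own dispersion, it recovered 48% and 90%, and 65 of its 203 calls (32.0%) were unchanged genes. Under those 2 settings 6 of 125 and 8 of 85 edgeR calls were unchanged genes, while edgeR recovered 26% and 5% of the genes changed by 1, and 93% and 72% of those changed by 2. The share of false calls of DESeq2 at this sample size was thus above its nominal 5% in both simulations. That of edgeR was 4.8% with dispersions on the fitted trend and 9.41%, also above 5%, with each gene's own dispersion.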

Results

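RNA-seq counts of heart ventricles from male killifish were compared between 46 and 15 wph, with 3 libraries from each age, to ask which transcripts differ between old and young hearts. The libraries held 16907330 to 24292551 counts. At 46 wph the totals were 19909908, 16980135 and 24292551 counts in replicates 1, 2 and 3. At 15 wph they were 19549522, 16907330 and 18689286 counts. The mean total was 20394198 ± 3680185 counts (SD, n = 3) at 46 wph and 18382046 ± 1347625 counts (SD, n = 3) at 15 wph, a difference with a two-sided exact permutation p of 0.4. The smallest p that 3 against 3 libraries allow is 0.1.

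At least 1 count was found for 20170 ± 215 genes (SD, n = 3) at 46 wph and 19783 ± 153 genes (SD, n = 3) at 15 wph. The difference of 387 genes had an exact permutation p of 0.1, the smallest possible, and was 253.7 genes after thinning all libraries to the smallest total, with an exact permutation p of 0.1. The 50 most abundant genes of each library held 21.2% ± 1.70 of its counts at 46 wph and 21.8% ± 0.678 at 15 wph (SD, n = 3 each), with an exact permutation p of 0.8.

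No pair of libraries was alike within sampling noise. The chi-square statistic per gene was at least 45.4 for the 6 pairs of the same age, where sampling noise alone would give about 1. This checked only that no library repeated another, and no biological difference is drawn from it. Across genes, which are not independent replicates, the correlation averaged 0.946 within ages and 0.938 between ages. Replicate 2 of 46 wph correlated more with replicate 1 of 15 wph (0.947) than with replicates 1 (0.944) and 3 (0.945) of its own age. The first principal component held 29.6% of the variance, and 0.70% of the variance of its scores lay between the ages. The second component held 27.2%, and 96.2% of the variance of its scores lay between the ages.

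**Figure D1:**
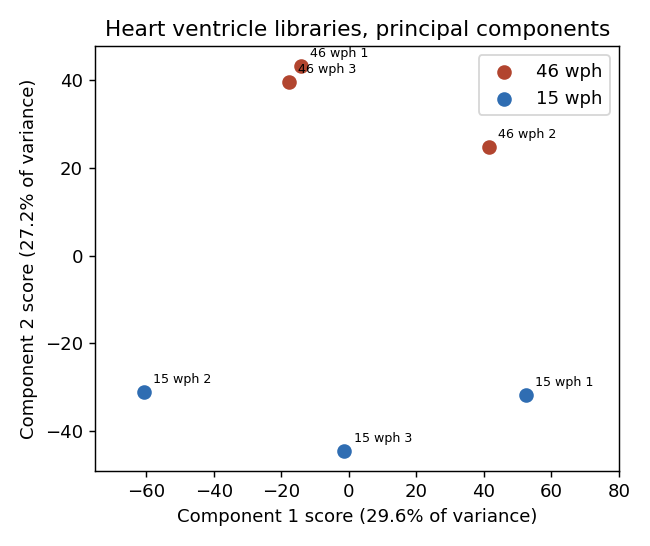
Scores of the 6 heart ventricle libraries on the first and second principal components of log2(normalized count + 1), one point per library, coloured by age. The ages part on the second component (27.2% of the variance) and are mixed on the first (29.6%).

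DESeq2 called 299 genes between the ages, which is 1.72% of the 17418 genes with an adjusted p. Of these, 224 had higher counts at 46 wph and 75 had lower counts, so that 74.9% were higher. An unadjusted p under 0.05 was found for 1898 of the 22643 genes tested (8.38%). The alternative that moved the number of calls most was edgeR's quasi-likelihood test, which called 3 genes, all of them higher at 46 wph. Another division of the 6 libraries, which mixed the ages, gave 552 calls, more than the division by age. The number of calls therefore did not set age apart from other differences between these libraries.

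The median log2 fold change was 1.61 among the higher genes and -1.34 among the lower genes. With genes at the floor in 1 age set to their bound, these medians were 1.60 and -1.34. At 15 wph, 9 of the higher genes had at most 3 counts in every library, as did 4 of the lower genes at 46 wph. The groups did not overlap for 293 of the 299 called genes and for 15.3% of all genes with an adjusted p. A division at random would give 10% on average. Genes are not independent, and non-overlap was not computed for other divisions of the libraries, so the difference is no test of age. Among genes in 3 equal classes of mean count, from the lowest to the highest, 50, 76 and 98 were called higher and 23, 27 and 25 lower. The median log2 fold change of the 16015 genes with a mean of at least 10 counts was -0.017.

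**Figure D2:**
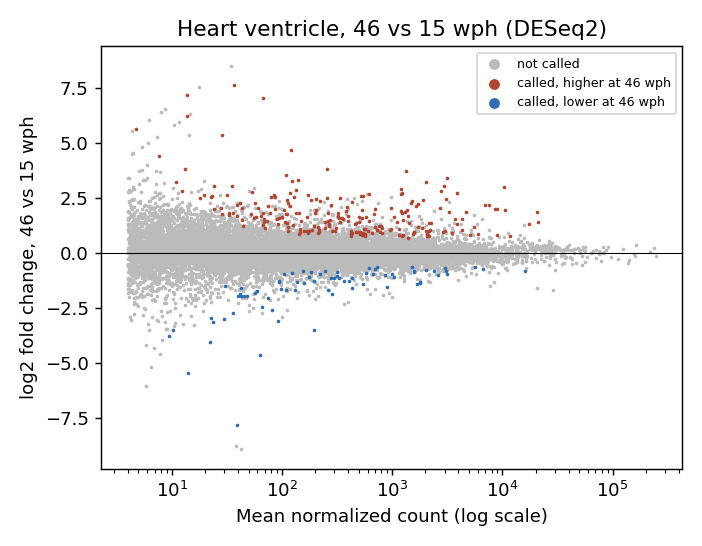
Each point is 1 of the 17418 genes with an adjusted p, with its mean normalized count on a log axis and its log2 fold change of 46 against 15 wph from DESeq2. The 224 genes called higher and the 75 called lower are coloured.

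The named genes met the rule on fold change, expression and overlap, which 194 higher and 58 lower genes passed. Nfu_g_1_009973 had 134 ± 143 normalized counts (SD, n = 3) at 46 wph and 1.05 ± 0.097 (SD, n = 3) at 15 wph, where each library held 1 count. It was at least 42.9-fold higher at 46 wph, with an adjusted p of 1.95e-05 from DESeq2, but its 46 wph libraries ranged from 7.29 to 289 normalized counts, and edgeR's filter left it out. Without replicate 1 of 46 wph it was at least 18.1-fold higher. Nfu_g_1_012595 had 234 ± 140 normalized counts at 46 wph and 9.39 ± 5.52 at 15 wph (SD, n = 3 each). Its log2 fold change was 4.64 with a standard error of 0.67 and an adjusted p of 7.52e-09 from DESeq2. Nfu_g_1_006900 had 4.85 ± 1.53 normalized counts at 46 wph and 121 ± 115 at 15 wph (SD, n = 3 each). Its log2 fold change was -4.66 with a standard error of 0.79 and an adjusted p of 3.04e-06 from DESeq2, and without replicate 1 of 15 wph it was -3.54. Nfu_g_1_018816 had 31.4 ± 2.63 normalized counts at 46 wph and 360 ± 452 at 15 wph (SD, n = 3 each). Its log2 fold change was -3.52 with a standard error of 0.78 and an adjusted p of 0.00128 from DESeq2, and without replicate 1 of 15 wph it was -1.67. With edgeR the adjusted p-values of Nfu_g_1_012595, Nfu_g_1_006900 and Nfu_g_1_018816 were 0.180, 0.221 and 0.359, so none of these 3 genes was called.

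**Figure D3:**
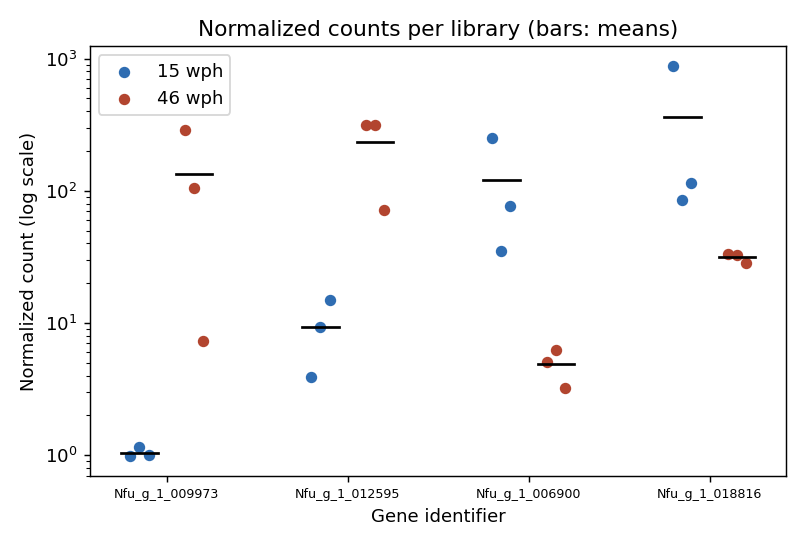
Normalized counts of the 4 named genes on a log axis, one point per library and a bar at the mean of each age. The groups do not overlap for any of the 4 genes, and the libraries of the higher group differ widely, from 7.29 to 289 for Nfu_g_1_009973.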

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

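The number of genes called rested on the test. Against 299 genes (224 higher and 75 lower at 46 wph), edgeR's quasi-likelihood test called 3 genes, 3 higher and 0 lower. All 3 were among the 299. Of the 299, edgeR tested 292, and all 292 had the same direction and an unadjusted edgeR p under 0.05. Over all genes, 1522 of 15943 had such a p. The 292 genes had been chosen by DESeq2 on the same libraries, so their low p-values and shared direction are not an independent check. The lowest adjusted p of edgeR was 0.031. In the simulations edgeR made fewer false calls and recovered fewer changed genes than DESeq2. The cause of the difference on the real counts was not tested.

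Scaling and filtering moved the count little. The numbers of calls were 302 with TMM factors, 302 with genes of at least 10 counts in at least 3 libraries, and 300 with the adjusted p alone. Of the alternatives chosen after seeing the data, upper-quartile factors gave 300 calls, total-count factors 277 and counts thinned to the smallest total 287. The calls by the adjusted p alone came from the main fit, so they held all 299 by design. In each of the other fits, from 268 to 295 of the calls were among the 299. Under the scalings the share of higher calls was 75.8% to 76.7%.

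Across the 6 fits that each left out one library, the calls ranged from 161 to 437, the higher genes from 125 to 308 and the lower genes from 36 to 137. Only 98 of the 299 genes were called in all 6 of these fits. Without replicate 3 of 15 wph the calls fell to 161. Without replicate 1 of 46 wph there were 139 higher genes. The lower genes numbered 137 without replicate 2 of 46 wph, 40 without replicate 3 of 46 wph, 129 without replicate 1 of 15 wph and 36 without replicate 3 of 15 wph. These fits have fewer samples.

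The replicate numbers did not pair the libraries: deviations from the age means of same-numbered libraries correlated at -0.11, -0.28 and -0.04 across genes. With the replicate number as a block, 197 genes were called, 160 higher and 37 lower, and 143 of them were among the 299.

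The named genes kept their direction under every alternative that tested them. All 6 fits that left out one library called all 4 genes. The rule had picked these genes for large fold changes and no overlap in the same libraries. Leaving out a library could hardly reverse their direction, so these results are not an independent check. Over its alternatives, the adjusted p ranged from 1.72e-10 to 0.00546 for Nfu_g_1_009973, from 3.55e-19 to 0.180 for Nfu_g_1_012595, from 3.42e-09 to 0.221 for Nfu_g_1_006900 and from 1.69e-05 to 0.359 for Nfu_g_1_018816, where the highest of the last 3 came from edgeR. For Nfu_g_1_018816 the thinned counts gave no adjusted p, and which rule of DESeq2 withheld it was not recorded. With means of 31.4 and 360 normalized counts at 46 and 15 wph, a low mean is an unlikely reason. An outlying count is possible: replicate 1 of 15 wph held 897 counts before thinning, against 73 and 115 in replicates 2 and 3. The filter on at least 10 counts left out Nfu_g_1_009973. The difference in detected genes stayed positive, from 253.7 to 493 genes, under each alternative.

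The alternatives set for the muscle, optic tectum, fin and treated-brain comparisons, the gene sets, the preset genes and the calls shared between tissues were not run, since those comparisons were not analysed here.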

Other observations

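The tests in this part were planned after the counts, the components and the main calls had been seen, but before their own results were seen.

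Of the 10 divisions of the 6 libraries into 3 and 3, 2 gave at least as many calls as age, the division by age included. The other one set replicates 1 and 3 of 46 wph and replicate 2 of 15 wph against replicate 2 of 46 wph and replicates 1 and 3 of 15 wph, and gave 552 calls against 299. The median of the 9 other divisions was 33 calls. With 10 divisions the share cannot fall below 0.1, so age and a chance division cannot be told apart by this count. The labels give no batch for the heart libraries, so no fit within batches was made.

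The first principal component did not separate the ages (0.70% of the variance of its scores lay between them). Noise in genes of low count did not account for it: with only the 11456 genes of at least 100 counts on average, 0.43% of the variance of its scores lay between the ages. Neither did depth, since at equal depth the share was 0.094%. The 161 genes with the largest loadings (1%) held 21.2% of the sum of squared loadings. That is well above an even share, though most of the sum lay in other genes. The components were not computed without these 161 genes, so whether a few genes carry the first component stays open. Differences in dissection, cell composition or the state of single fish stay open and were not tested, and neither was any biological explanation other than age.

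Calls were more often higher than lower at 46 wph (74.9%). Depth did not account for it, as 76.3% were higher at equal depth, and neither did scaling, as the lowest share over 3 other scalings was 75.8%. Leaving out one library moved the share both ways. It was 59.5% without replicate 2 of 46 wph, just under the 60% set beforehand, and 62.3% without replicate 1 of 46 wph, but 82.8% without replicate 3 of 46 wph and 77.6% without replicate 3 of 15 wph. It was 70.5% and 70.3% without replicates 1 and 2 of 15 wph, and 81.2% with the replicate number as a block. The size of the skew may thus depend on single libraries, while more genes were higher than lower in all 6 of these fits. Of the 10 divisions, 1 had calls as one-sided, which was the division by age, and 10 divisions cannot give a share under 0.1. A skew by chance and an effect of age therefore cannot be told apart.

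Genes with consecutive identifiers were tested for differing together between the ages, with negative results. Across 10657 pairs of genes, Spearman's rho was 0.018, with a one-sided permutation p of 0.029 from 10000 permutations of gene order. Adjusted over the 6 distances tested, it was 0.174, so it did not pass. The adjusted value was taken as the deciding one after both had been seen. At 5 identifiers apart the permutation p was 0.807. The median rho over the 9 other divisions of the libraries was 0.016, and 3 of the 10 divisions had a rho at least as high as age, so the value was not particular to age. Whether consecutive identifiers are neighbours in the genome was not tested here. Whether split or overlapping gene models add to it cannot be told apart from chance, since no correlation past the threshold was left to explain.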
